# Identification of transcriptional biomarkers by RNA-sequencing for improved detection of β_2_-agonists abuse in goat skeletal muscle

**DOI:** 10.1371/journal.pone.0181695

**Published:** 2017-07-26

**Authors:** Luyao Zhao, Shuming Yang, Yongyou Cheng, Can Hou, Xinyong You, Jie Zhao, Ying Zhang, Wenjing He

## Abstract

In this paper, high-throughput RNA-sequencing (RNA-seq) was used to search for transcriptional biomarkers for β_2_-agonists. In combination with drug mechanisms, a smaller group of genes with higher detection accuracy was screened out. Unknown samples were first predicted by this group of genes, and liquid chromatograph tandem mass spectrometer (LC-MS/MS) was applied to positive samples to validate the biomarkers. The results of principal component analysis (PCA), hierarchical cluster analysis (HCA) and discriminant analysis (DA) indicated that the eight genes screened by high-throughput RNA-seq were able to distinguish samples in the experimental group and control group. Compared with the nine genes selected from an earlier literature, 17 genes including these nine genes were proven to have a more satisfactory effect, which validated the accuracy of gene selection by RNA-seq. Then, six key genes were selected from the 17 genes according to the variable importance in projection (VIP) value of greater than 1. The test results using the six genes and 17 genes were similar, revealing that the six genes were critical genes. By using the six genes, three positive samples possibly treated with drugs were screened out from 25 unknown samples through DA and partial least squares discriminant analysis (PLS-DA). Then, the three samples were verified by a standard method, and mapenterol was detected in a sample. Therefore, the six genes can be used as biomarkers to detect β_2_-agonists. Compared with the previous study, accurate detection of β_2_-agonists abuse using six key genes is an improvement method, which show great significance in the monitoring of β_2_-agonists abuse in animal husbandry.

## 1. Introduction

Abuse of β_2_-agonists in animal husbandry has become a common practice in recent years. Among mainstream methods of detecting drug residues [1,2], instrumental analysis, immunoassays, sensor- and chip-based analysis have received tremendous attention, and substantial improvement has been made on them. These methods, however, are all based on known β_2_-agonist drugs. New drugs and unregulated drugs are overlooked by regulatory departments, which continuously impose threats on the safety of consumers. Therefore, it is necessary to develop a new screening technique for effective large-scale monitoring of homogeneous drugs, especially new drugs.

With rapid development of various -omics technologies, information can be extracted from -omics data using statistical tools on the same platform, making it possible to find out highly effective and sensitive biomarkers. Previous studies have shown that β_2_-agonists affect gene expression in different tissues and organs, providing a basis for biomarkers search at the transcriptional level. In organisms, β_2_-agonists combined with β_2_-adrenergic receptors trigger the coupling between receptors and guanine nucleotide-binding protein (G protein). In this way, adenylate cyclase (AC) can be activated, which converts adenosine triphosphate (ATP) into 3,5-cyclic adenosine monophosphate (cAMP) and causes a series of in vivo reactions [3–5]. β_2_-agonists also help regulate the concentrations of Na^+^ and Ca^++^ in cells [6,7], treat inflammation [8,9] and relax smooth muscle [10]. Ractopamine reportedly induced the change in the expression amount of β_2_-adrenergic receptor (β_2_-AR) in porcine smooth muscle [11], as well as the expression level of fatty acid synthase (FAS) in adipose tissue of fattening pigs [12]. Zilpaterol may trigger the variation in the expression of β_2_-AR in cattle muscle tissues [13]. The use of clenbuterol alter the expression of apolipoprotein R (apoR) in porcine fat cells and bovine smooth muscle cells [14], in addition to the abundances in the insulin-like growth factor-1 (IGF-1) in gracilis cells of mice [15], β_2_-AR in muscle cells of the left ventricles of mice [16], SOCS box protein 15 (ASB15) in longissimus muscle on the cattle back [17] and muscle growth inhibitor (mRNA) in breast muscle cells of chickens [18]. After ractopamine was fed to pigs, IGF-1 expression in smooth muscle cells was changed [19]. By using different β_2_-agonists to treat animal subjects, the preceding researches aim to verify the genes that cause obvious differences in the expression. However, using these genes as biomarkers to monitor β_2_-agonists abuse has not yet been reported.

The aim of this study is to find biomarkers for β_2_-agonists at the transcription level, which are expected to monitor misuse of β_2_-agonists in livestock husbandry to compensate for regulatory flaws. In the earlier research [20], nine genes selected from literatures including β_2_-adrenergic receptor (ADRB2), cAMP-dependent protein kinase (PRKACB), adenylate cyclase 3 (ADCY3), Na^+^/K^+^-ATPase (ATP1A3), Ca^++^-ATPase (ATP2A3), parathyroid hormone (PTH), myosin light chain kinase (MYLK), tumor necrosis factor-α (TNF-α) and interleukin-1β (IL1B) were used to differentiate experimental group samples from control group samples. The relative expression fold and changing trend of each gene were consistent with the mechanism of β_2_-agonist drugs. The correlation analysis results showed that the predicted values using the regression formula established based on the nine genes and actual sample residual values were highly correlated with the actual residual values of the samples. The results indicated that only ractopamine caused changes in the expressions of the nine genes, which could be used as biomarkers to indicate the use of ractopamine. Because only ractopamine was used in animal experiments to treat goats, further investigation is required to determine whether this group of genes is effective in monitoring other β_2_-agonist drugs.

In this study, RNA-sequencing was used as a non-targeted-omics technique to optimize the group of genes selected through a targeted -omics method [20]. Compared with qRT-PCR, RNA-seq has higher detection throughput and a wider detection range, which provides a possibility of finding more biomarkers. To find more accurate biomarkers at the transcriptional level for β_2_-agonist drug misuse monitoring, this study improved the previous study [20] with a high-throughput RNA-seq technology. This approach is expected to further screen target genes to obtain more stable, sensitive and efficient biomarkers for higher detection precision. Biostatistical methods like principal component analysis (PCA), hierarchical clustering analysis(HCA) and discriminant analysis(DA) were applied to test if the selected genes could get a clear distinction between 27 treatment and 27 control samples. This study also used VIP (Variable Influence on the Projection) values to screen potential biomarkers to determine key factors among the selected genes, and genes with VIP>1 are considered to have critical influence on the model according SIMCA-p, which were expected to reduce the monitoring cost and simplify operations. The six key factors were then employed to predict whether drugs were used in 25 unknown samples through DA and partial least squares discriminant analysis(PLS-DA). Subsequently, a standard method (*Detection of β-receptor agonist residues in animal-source food by LC-MS/MS*, *Notice #1025-18-2008*, *Ministry of Agriculture*, *China*) was used to verify the positive samples and determine the drug types and names, which would prove the effectiveness of the potential biomarkers.

## 2. Materials and methods

### 2.1. Ethics statement

Animals researches in this study were conducted in accordance with the guidelines for animal experiments of the Feed Research Institute, Chinese Academy of Agricultural Sciences, Beijing, China. Animal care activities were approved by the International Cooperation Committee of Animal Welfare (ICCAW), Beijing, China.

### 2.2. Animal experiments and sample collection

Fifty-four healthy male goats weighing 30±2.5 kg were selected and evenly divided into control and experimental groups. Before the experiment, blank feedstuff was given to the goats for one-week observation. Ractopamine was orally given to goats every morning at 1 mg/kg (body weight) in the experimental group before feeding for 28 consecutive days (dosing days). Then, the additive was canceled for 21 consecutive days (withdrawal days) until the end of the experiment. Three animals were sacrificed under local anaesthesia separately on doing days 7, 14 and 21 and on withdrawal days 0, 1, 3, 7, 14 and 21 after drugs were no longer fed (days). About 5g meat cut from the longissimus muscle on the back, washed with sterile phosphate buffer to remove fat tissues and connective tissues, and immediately moved to liquid nitrogen. Then, they were stored under –80°C until analysis. To verify the effectiveness of the selected target genes, muscle tissue samples of 25 healthy male goats were randomly obtained from slaughter lines in Dongsheng Slaughter House (Bayannaoer, Inner Mongolia, China). After the animals were slaughtered, 100 mg of longissimus muscle tissue on their backs was immediately placed into RNAlater (Tiangen Biotech, Beijing, China) and then stored under –80°C until analysis.

### 2.3. Gene expression level analysis

TRIzol^®^ reagents (Invitrogen, CA, USA) were used for RNA extraction following specified instructions. The total RNA concentration was measured by NanoDrop 2000c UV spectrophotometer (Thermo Scientific, Massachusetts, USA) and the OD260/280 value was recorded to determine the RNA purity. Agilent 2100 Bioanalyzer (Agilent, CA, US) was used to assess RNA integrity, with the RNA integrity number (RIN) used as an RNA quality parameter.

The first chain of cDNA was synthesized using SuperScript VILO cDNA synthetic reagent kit (Invitrogen, CA, US) according to the manufacturer's instructions to acquire the final total RNA concentration. In this manner, the total RNA addition volume was determined as about 1 μg. In the reaction system, 4 μL of 5X VILO^™^ reaction mix and 2 μL of 10X SuperScript^®^ enzyme mix were added before DEPC-treated to obtain 20 μL solution. The reaction was performed under 25°C for 10 min, 42°C for 60 min, 85°C for 5 min, then cDNA was stored at -20°C until use.

To select target genes, on the 21^st^ dosing day and third and 21^st^ withdrawal days, high-throughput RNA-seq was performed on the experimental group samples and corresponding control group samples with Illumina HiSeq^™^ 2500. The criteria for selecting target genes were: high statistical significance (p < 0.01); relative expression fold (x-fold, experimental group/control group) was lower than 0.6 or higher than 3 when compared with the control group; x-fold values were not significantly different on the 21st feeding day, 3rd withdrawal day, and 21st withdrawal day, which guaranteed long-term validity and stability of target genes. In addition, the gene signal pathways were considered to ensure the specificity of genes to the largest extent [21–23].

According to the nucleic acid sequence numbers of goats recorded on GeneBank (http://www.ncbi.nlm.nih.gov/nuccore), primers were designed using Primer Premier 5.00 (Premier, Ottawa, Canada) and Primer3 (http://bioinfo.ut.ee/primer3-0.4.0/) and synthesized by Sangon Biotech (Shanghai) Co., Ltd, as listed in Table 1.

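The authors also deposited the assembled sequences on which the RNA-seq reads were counted, called unigenes, and the primers in Table 1 were located in them by comparing each base. For 7 of the 9 primer pairs, both primers matched 1 unigene at every base, with positions counted from 1 at the unigene's 5′ end. The PDE4C pair lies at 1985 to 2096 of unigene c13736_g2, the HSL pair at 517 to 676 of c9431_g2, the FABP5 pair at 1466 to 1570 of c11089_g1 and the MYH9 pair at 1561 to 1687 of c13229_g3. The NEB pair lies at 5082 to 5202 of c13512_g5, which is 17133 bases long. In these unigenes the products were 112, 160, 105, 127 and 121 bp long, the same lengths as in Table 1. The CREM pair enclosed 180 bp of c45281_g1 (126 to 305), where the paper's product length is 121 bp, and the GAPDH pair enclosed 249 bp of c50077_g1 (246 to 494), where the paper's product length is 195 bp. The forward primer for LOC102185492 matched c5630_g1 and the reverse primer matched it with 1 mismatch, giving a product of 134 bp at 249 to 382, but the authors' table pairs this unigene with another goat gene, LOC102176353. The reverse primer for FOXO1 matched c13476_g2, the only unigene paired with FOXO1, and the forward primer TCCAGCCAGAGCAGTATTTG had no site there with 3 mismatches or fewer. The CREM pair sits in the less abundant of 2 CREM unigenes, which held 6 expected counts (the authors' estimate of fragments) in the control library, against 231 for the other. The MYH9 pair sits in a unigene with 259 expected counts in the control library, against 876 for the longest MYH9 unigene. The authors' table places these genes by protein match only, so chromosome positions and exons are not given.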

**Table 1:** Sequencing-based selection of gene primer sequences and annealing temperatures.

Gene group	Gene	Primer sequence (5' to 3')	Annealing temperature	Product length
**enzyme**	***PDE4C***	**For** **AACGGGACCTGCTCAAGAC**	**60°C**	**112 bp**
		**Rev** **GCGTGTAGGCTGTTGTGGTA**		
	***HSL***	**For** **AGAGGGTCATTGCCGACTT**	**60°C**	**160 bp**
		**Rev** **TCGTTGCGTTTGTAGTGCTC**		
**Structural protein**	***FABP5***	**For** **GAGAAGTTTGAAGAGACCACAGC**	**60°C**	**105 bp**
		**Rev** **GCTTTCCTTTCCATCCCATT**		
	***LOC102185492***	**For** **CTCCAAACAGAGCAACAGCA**	**60°C**	**134 bp**
		**Rev** **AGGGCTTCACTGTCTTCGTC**		
	***MYH9***	**For** **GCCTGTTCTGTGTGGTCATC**	**59°C**	**127 bp**
		**Rev** **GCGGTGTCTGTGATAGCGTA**		
**Modulating protein**	***NEB***	**For** **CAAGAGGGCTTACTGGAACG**	**55°C**	**121 bp**
		**Rev** **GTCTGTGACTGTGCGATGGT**		
	***CREM***	**For** **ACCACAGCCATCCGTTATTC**	**59°C**	**121 bp**
		**Rev** **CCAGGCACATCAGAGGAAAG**		
	***FOXO1***	**For** **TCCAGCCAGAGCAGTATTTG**	**59°C**	**140 bp**
		**Rev** **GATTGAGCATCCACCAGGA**		
**Reference gene**	***GAPDH***	**For** **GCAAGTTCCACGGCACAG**	**60°C**	**195 bp**
		**Rev** **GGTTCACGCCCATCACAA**		

Real-time quantitative PCR 7500 system (Applied Biosystems, CA, US) was used to measure the relative expression amounts of candidate genes. SYBR^®^Premix Ex Taq^™^II (Tli RNaseH Plus; TAKARA, Dalian, China) was applied in the reaction according to the instructions of the reagent kit. The materials in the system were 10 μL of SYBR^®^ Premix Ex Taq II, 0.8 μL of primers (10 μM), 0.8 μL of reverse primers (10 μM), 6 μL of double-distilled water (ddH_2_O) and 2 μL of cDNA. The reaction was performed in an 8-strip tube (Axygen, Silicon Valley, USA) with a pipette gun epMotion5075 (Eppendorf).

The following real-time PCR cycling protocol was employed in two steps. First, pre-denaturation was performed at 95°C for 30s. Then, denaturation was performed at 95°C for 5s and reaction was allowed at the annealing temperature for 34s as described in Table 1 (40 cycles). The dissolving curve step was finally added on the PCR instrument. The threshold cycle (Ct) and melting curve were both obtained through the SDS software of real-time quantitative PCR 7500 instrument (Applied Biosystems, USA). Subsequent data analysis was performed with the melting curve characterized with only one peak, whereas data with irregular melting peaks were excluded from the quantification procedure. The relative quantitative method was used to process raw data using the following formulas:

△Ct=Ct(target gene)−Ct(reference gene)

△△Ct=△Ct(experimental group)−Average △Ct(control group)

### 2.4. Data processing

The expression ratio of the treatment group to the control group is expected as 2^-ΔΔCt^ and represents the x-fold regulation with a value of 1.00, indicating no expression change after the treatment. The measurement was conducted using the WPS software (Kingsoft, Beijing, China). SPSS 22.0 (IBM, CA, US) was used to perform data analysis aiming at determining genes with significant differences, which could be used as candidate biomarkers to identify drug dosing. In the Student-t test results, p ≤ 0.05 indicates a significant difference, and p ≤ 0.01 indicates a highly significant difference.

Biostatistical methods like PCA, HCA and DA were applied to test if the selected genes could get a clear distinction between 27 treatment and 27 control samples. PCA is a statistical procedure that uses an orthogonal transformation to convert a set of observations of possibly correlated variables into a set of values of linearly uncorrelated variables called principal components (PC). The normalized expression values of all responding genes were taken as the initial variables and reduced to two principal components only, thus facilitating resolution of treatment clusters in the scatter plot. By this, the data was reduced to a small number of dimensions (two dimensions here, PC1 and PC2) that can be plotted in a scatter plot. This transformation is defined in such a way that the first principal component (PC1) has the largest possible variance (that is, accounts for as much of the variability in the data as possible), and each succeeding component accounts for as much of the remaining variability as possible. Figures of PCA provide an intuitive way to show if there is a clear distinction between control and treatment groups. DA is a pattern recognition and machine learning method to find a combination of features that characterize or separate two or more classes of objects or events. Results of cross-validation demonstrate the effectiveness and reliability of the model.

PCA was carried out by SPSS 22.0 to verify the validity of the preceding candidate biomarkers. In addition, HCA and DA were used to verify the PCA results with different mathematical principles and presentation of results. Figures of HCA would display which sample go to the wrong tree. To screen key genes from the selected genes, SIMCA-P (Umetrics AB, Umea, Sweden) was used to obtain variable importance in projection (VIP) values to reduce the monitoring cost and simplify operations. According to the user guide of SIMCA-p, VIP provides the influence of every item in the matrix X on all the Y’s. Terms with VIP>1 have critical influence on the model.

After key genes were determined, DA was in coupled with PLS-DA by SIMCA-P to predict 25 unknown samples, which helped determine positive samples.

### 2.5. Result verification

The determined possibly drug-treated samples were further measured according to *Detection of β-receptor agonist residues in animal-source food by LC-MS/MS (Notice #1025-18-2008*, *Ministry of Agriculture*, *China)*. All reagents were of chromatographic grade and purchased from Fisher Scientific. 2 g (±0.01 g) of test samples were accurately weighed and placed into a 50 mL centrifugal tube, then 0.2 mol/L ammonium acetate solution (pH = 5.2) and β-glucuronidase/aryl sulfatase were added. After being evenly mixed, they were enzymolyzed in water bath in the dark. Extraction was carried out sequentially by perchloric acid (pH = 1±0.2) and ethyl acetate (pH = 9.5±0.2). After the upper-layer organic phase was removed, tert-butyl methyl ether was added to the lower-layer organic phase for extraction. The organic phases were combined and dried by nitrogen, then 2% formic acid solution was added. Subsequently, the solution passed through MCX solid-phase extraction column (60 mg/3 mL, Agilent, USA) and dried by nitrogen. And then it was dissolved in methanol-0.1% formic acid solution and measured by LC-MC/MC (UPLC/XevoTQ, Waters, US).

LC conditions: chromatographic column BEH C18 (50 x 2.1 mm, 1.7 μm, Agilent, New York, US); mobile phase A (0.1% formic acid-acetonitrile solution); mobile phase B (0.1% aqueous formic acid solution); gradient elution (0–2 min, 4% A; 2–6 min, 4–60% A; 12–12.1 min, 60–4% A; 12.1–16 min, 4–60% A); flow rate (0.3 mL/min); column temperature (30°C); sample volume (10 μL).

MS conditions: electrospray power supply; positive ion scan; multiple reaction monitoring (MRM); ionization voltage 3.2 kV; source temperature 110°C; atomizing temperature 350°C. All standards (> 98.0% purity) were purchased from Dr. Ehrenstofer GmbH Reagents Company (Germany). Monitoring ion pairs, collision energy, and declustering voltages were provided in S1 Table.

## 3. Results

### 3.1. Searching for accurate biomarkers by drug mechanisms coupled to RNA-sequencing

#### 3.1.1. RNA integrity

Agilent 2100 Bioanalyzer (Agilent, CA, US) was used to determine RNA integrity. The results showed that the RIN values of samples for RNA-seq were between 8.0 and 8.5, indicating that the RNA was complete and met the RNA-sequencing requirements; RIN values of the other samples were between 7.5 and 8.5, revealing that the RNA integrity met qRT-PCR requirements.

#### 3.1.2. RNA-sequencing

The total number of genes measured in the 21^st^ dosing day group is 686,092, and genes with significant expression differences from control is 39,256, accounting for 5.72%. 

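RNA-seq data were analysed here for 4 libraries of goat longissimus muscle, which are 1 control library and 3 libraries from goats given ractopamine at 1 mg/kg. The labels number the treated libraries without a time point and call them replicates, whereas the paper sequenced dosing day 21, withdrawal day 3 and withdrawal day 21. They are therefore named treated libraries 1, 2 and 3, and no library is assigned to a day. The authors assembled the reads without a reference genome into 59774 unigenes and deposited for each library the expected count, TPM and FPKM of every unigene. The control library had 8533046 expected counts. Treated libraries 1, 2 and 3 had 7962590, 7339521 and 6675218. A count above 0 was found for 49382 unigenes in the control library and for 39256, 11275 and 30808 unigenes in treated libraries 1, 2 and 3. The libraries differed in what the counts came from. Unigenes whose best nucleotide match was the mitochondrial genome held 23.3% of the counts in the control library (95% Wilson interval 23.3 to 23.3%), and 41.1%, 89.4% and 54.4% in treated libraries 1, 2 and 3, with intervals no wider than 0.1 percentage point. After mitochondrial, ribosomal and bacterial unigenes were set aside, 6416037 counts remained in the control library and 4350495, 175808 and 2852485 in treated libraries 1, 2 and 3. The depth of treated library 2 for other genes was thus 2.40% of its counts, and a floor of 3 counts there equals 17.1 counts per 1000000 remaining counts, compared with 0.468 in the control library. Such intervals and floors cover counting error only. The x-fold of a unigene was calculated as its FPKM in a treated library plus 0.1, divided by its FPKM in the control library plus 0.1, for unigenes with a mean FPKM of at least 1 over the 4 libraries. For a gene, FPKM times length in kb was first added up over all unigenes that the authors' table pairs with it. This sum is named fragments per 1000000 here. It exceeds the counts per 1000000, most for short unigenes, because FPKM divides by an effective length shorter than the full one. FPKM divides by all fragments of a library, so a larger mitochondrial share lowers the FPKM of every other unigene. With 1 control library no test between conditions was possible, and a difference between a treated library and the control has no replicate check.

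**Figure D1:**
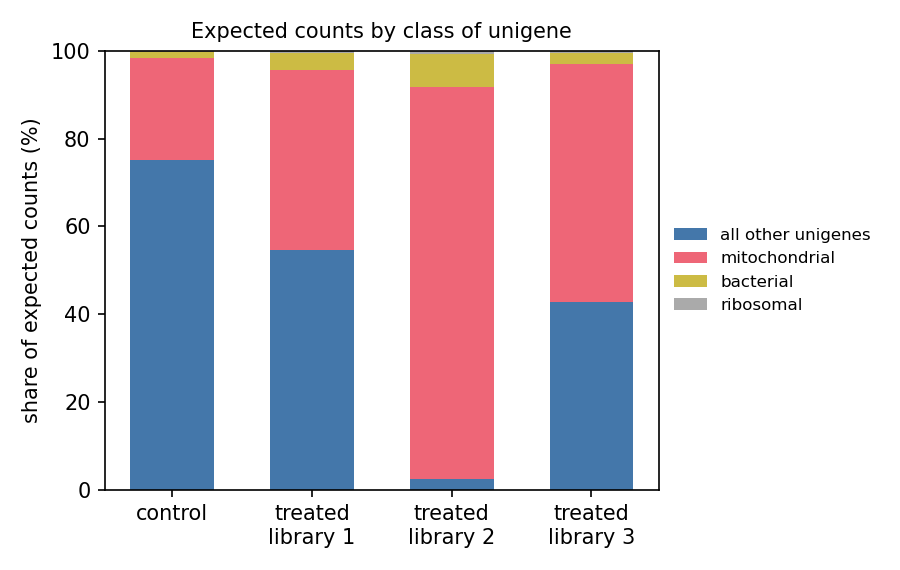
Share of expected counts (%, vertical axis) by class of unigene in the control library and treated libraries 1, 2 and 3 (horizontal axis). Each bar is 1 library, the colors are mitochondrial, bacterial, ribosomal and all other unigenes, and the mitochondrial part rises from 23.3% in the control library to 89.4% in treated library 2.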

The total number of genes measured in the third withdrawal day group is 632,279, and significantly different genes have a number of 11,275, accounting for 1.78%. The total number genes measured is 582,047 of the 21^st^ withdrawal day group, and genes with significant expression differences compared with control is 30,808, with a 5.29% proportion. 

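Of 27409 unigenes with a mean FPKM of at least 1, 16889 had an x-fold above 3 or below 0.6 in treated library 1, 23952 in treated library 2 and 18002 in treated library 3. Most were lower than in the control library. An x-fold below 0.6 was found for 12694, 23375 and 15868 unigenes and an x-fold above 3 for 4195, 577 and 2134 unigenes in treated libraries 1, 2 and 3. Treated libraries 1 and 2 shared 12825 unigenes outside these limits in the same direction, treated libraries 1 and 3 shared 11571, and treated libraries 2 and 3 shared 15828. In all 3 treated libraries, 133 unigenes were above 3 and 10049 were below 0.6. These comparisons share 1 control library. In 20 simulated sets of unchanged libraries with the spread seen between treated libraries 1 and 3, on average 1136 unigenes were above 3 and 2169 were below 0.6 in all 3. The simulated libraries did not differ in mitochondrial share, so these numbers are no baseline for FPKM as deposited. The treated libraries also differed from each other. The same limits, averaged over both directions, were passed by 21012 unigenes between treated libraries 1 and 2, by 12796 between 1 and 3 and by 18646 between 2 and 3, and by 16057, 23783 and 16143 between treated libraries 1, 2 and 3 and the control library. An exact binomial test on the expected counts, which are whole numbers, was made for each treated library and the control library, with Benjamini-Hochberg adjustment. It compares those libraries and not the conditions. With an adjusted p below 0.01 and the same x-fold limits, 892 unigenes were higher and 5229 lower in treated library 1, 60 higher and 12812 lower in treated library 2, and 109 higher and 6406 lower in treated library 3. Of these, 6 were higher and 4276 lower in all 3 treated libraries. The alternative that moved the shared number most as a ratio was a minimum FPKM of 5, which gave 1770 unigenes outside the limits in the same direction in place of 10182, and a minimum of 0.1 gave 25359.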

The number of identical genes with significant expression differences from control are 11,269 for the first and second groups, 30,794 for the first and third groups, 11,181 for the second and third groups, and 3,808 for all the three groups. 

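In the authors' table pairing unigenes with goat genes, phosphodiesterase 4C (PDE4C) is represented by 2 unigenes, hormone-sensitive lipase (HSL) by 2, fatty acid binding protein 5 (FABP5) by 1, the immunoglobulin lambda gene LOC102185492 by 4, myosin heavy chain 9 (MYH9) by 3, nebulin (NEB) by 6, the cAMP response element modulator CREM by 2 and forkhead box O1 (FOXO1) by 1. FABP5 had 562 expected counts in the control library and 1774, 96 and 650 in treated libraries 1, 2 and 3, which gave x-folds of 3.37, 0.200 and 1.47. CREM had 237 counts in the control library and 1843, 11 and 120 in the treated libraries, with x-folds of 8.31, 0.0573 and 0.644. For LOC102185492 the x-folds were 22.0, 1.91 and 2.93, from 7 counts in the control library and 193, 15 and 21 in the treated libraries. Its unigenes match the gene's protein at only 33 to 44% identity, and related immunoglobulin genes could share their reads. PDE4C had x-folds of 1.03, 0.0166 and 0.602. In treated library 1 the ratio of its shares of all counts was 1.03 (95% exact interval 0.962 to 1.10), so no difference in that share was detectable. With the mean length of its unigenes over the libraries, an alternative chosen after seeing the data, the x-fold there was 1.25. A further such alternative rescaled FPKM to the counts remaining outside mitochondrial, ribosomal and bacterial unigenes. It gave PDE4C x-folds of 1.42, 0.506 and 1.06 in treated libraries 1, 2 and 3. HSL, with 67 counts in the control library and 10, 2 and 11 in the treated libraries, had x-folds of 0.191 and 0.245 in treated libraries 1 and 3 and was at least 19.2-fold lower in treated library 2. MYH9 had x-folds of 0.380, 0.0300 and 0.304. NEB had 44656 counts in the control library and 9970, 66 and 6097 in the treated libraries, with x-folds of 0.232, 0.00171 and 0.170. FOXO1 had 251 counts in the control library and 15, 0 and 1 in the treated libraries. Its x-fold was 0.0664 in treated library 1, and it was at least 72.0-fold and 65.5-fold lower in treated libraries 2 and 3. These bounds and the one for HSL are relative to all counts. Relative to the counts remaining outside mitochondrial, ribosomal and bacterial unigenes, FOXO1 was at least 2.29-fold and 37.2-fold lower in treated libraries 2 and 3, and a lower level of HSL was not detectable in treated library 2. HSL, MYH9, NEB and FOXO1 were below 0.6 in all 3 treated libraries. None of the 8 genes was above 3 in all 3 with FPKM as deposited and summed over unigenes. With its unigene of highest mean FPKM alone, LOC102185492 was above 3 in all 3, at 256, 18.9 and 25.9. The control count of that unigene was 0, so the pseudocount sets the divisor. The low values in treated library 2 go with its small number of counts outside mitochondrial unigenes.

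**Figure D2:**
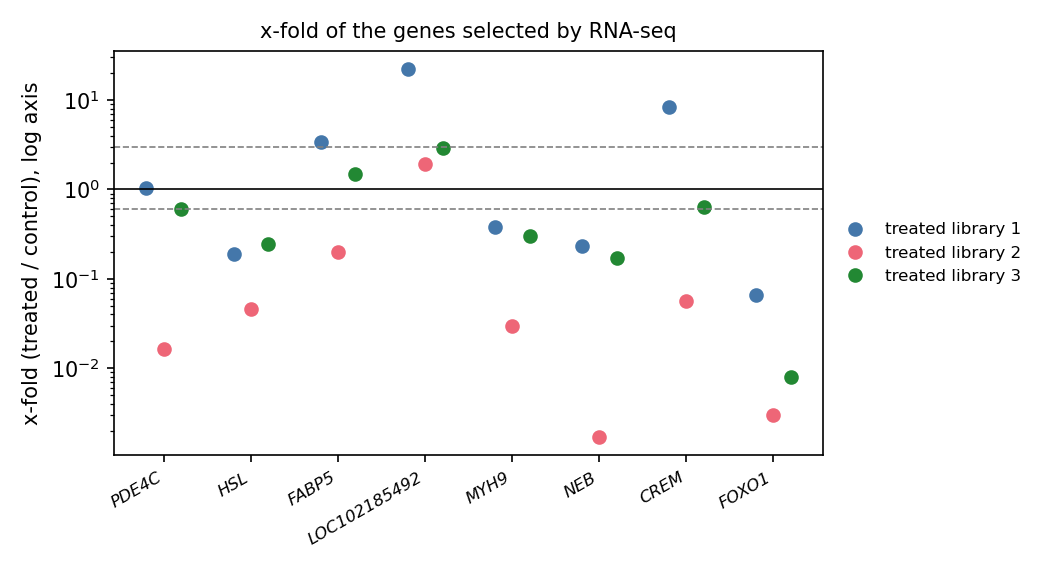
x-fold (treated library divided by control library, logarithmic vertical axis) of the 8 genes (horizontal axis). Each point is 1 treated library, the solid line marks an x-fold of 1 and the dashed lines mark the limits 3 and 0.6, and with FPKM as deposited the points of HSL, MYH9, NEB and FOXO1 all lie below 0.6, whereas with the median scaling HSL in treated library 2 is at 1.06. The points of FOXO1 in treated libraries 2 and 3 and of HSL in treated library 2 rest on 3 counts or fewer.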

According to the selection criteria, the following genes were selected for qRT-PCR verification: phosphodiesterase 4C (PDE4C), hormone-sensitive lipase (HSL), fatty acid binding protein 5 (FABP5), immunoglobulin lambda peptide (LOC102185492), myosin heavy chain 9 (MYH9), nebulin (NEB), cAMP response element modulation (CREM), and forkhead box O1 (FOXO1).

#### 3.1.3. qRT-PCR for the screened results based on RNA-sequencing

qRT-PCR was performed on the 54 samples in the experimental and control groups to verify the eight genes screened by RNA-seq. The eight genes of the test group showed significant expression level differences from the control group, which validated the RNA-sequencing results. The qRT-PCR results indicated that two genes were obviously down-regulated while six genes were obviously up-regulated, which were consistent with the RNA-seq results. 

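In the RNA-seq libraries, the direction of PDE4C, HSL, FABP5 and CREM in some treated libraries depended on the scaling of the libraries. LOC102185492, MYH9, NEB and FOXO1 stayed on the same side of 1 with FPKM as deposited and with the median scaling below. With FPKM as deposited, LOC102185492 was higher than in the control library in treated libraries 1 and 3, as was FABP5, CREM was higher in treated library 1, and NEB and FOXO1 were higher in none, while HSL and MYH9 were lower in all 3. In treated library 2 the ratio of the shares of all counts of LOC102185492 was 2.49 (95% exact interval 0.956 to 7.22), so no difference in that share was detectable. PDE4C was lower in treated libraries 2 and 3, and in treated library 1 its share of all counts was not detectably different. These shares fall when the mitochondrial share rises. The reference gene of the qRT-PCR, GAPDH, itself had x-folds of 0.637, 0.0443 and 0.970 in treated libraries 1, 2 and 3. Relative to GAPDH in the same library, FABP5 had x-folds of 5.28, 4.52 and 1.52 and CREM of 13.0, 1.29 and 0.664. When the FPKM values were scaled so that the median ratio of unigenes to the control library was 1, FABP5 had x-folds of 4.11, 5.81 and 2.64, CREM of 10.1, 1.59 and 1.15, and PDE4C of 1.26, 0.471 and 1.08. That median was taken over unigenes detected in both libraries with a mean FPKM of at least 1. With this scaling LOC102185492 was above 3 in all 3 treated libraries, at 26.9, 53.6 and 5.19. NEB remained lower under this scaling, at 0.284, 0.0494 and 0.305, and so did FOXO1, at 0.0804 in treated library 1, while in treated library 2 HSL rose to 1.06 and MYH9 to 0.856. The median over the 3 treated libraries lay on the side of 1 given in Table 2 for 4 of the 8 genes with FPKM as deposited and for 6 with the median scaling. From the directions in qRT-PCR, which it sets beside RNA-seq, the paper states that 2 genes were down-regulated and 6 up-regulated by both methods.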

The p values and relative expression folds (x-fold) of all genes in the two groups verified by high-throughput RNA-seq and qRT-PCR were shown in Table 2.

**Table 2:** Comparison of RNA-seq results and qRT-PCR results (*x*-fold and *p* values of the selected eight genes).

Gene	X-fold value	X-fold value	*P* value	X-fold value	X-fold value	*P* value	X-fold value	X-fold value	*P* value
	RNA-seq	qRT-PCR	qRT-PCR	RNA-seq	qRT-PCR	qRT-PCR	RNA-seq	qRT-PCR	qRT-PCR
	Dosing-day-21	Dosing-day-21		Withdrawal-day-3	Withdrawal-day-3		Withdrawal-day-21	Withdrawal-day-21	
***PDE4C***	**9.872**	**1.328**	**0.015**	**6.129**	**1.244**	**0.001**	**6.158**	**1.188**	**0.022**
***HSL***	**0.138**	**0.194**	**0.007**	**0.471**	**0.642**	**0.037**	**0.306**	**0.778**	**0.041**
***FABP5***	**25.205**	**20.628**	**0.003**	**21.688**	**17.397**	**0.012**	**18.782**	**3.825**	**0.028**
***LOC102185492***	**10.736**	**6.666**	**0.025**	**10.834**	**7.005**	**0.006**	**7.805**	**1.604**	**0.019**
***MYH9***	**0.001**	**0.742**	**0.006**	**0.052**	**0.500**	**0.018**	**0.219**	**0.403**	**0.039**
***NEB***	**5.577**	**18.122**	**0.001**	**4.968**	**4.375**	**0.021**	**4.493**	**2.192**	**0.012**
***CREM***	**8.439**	**10.984**	**0.019**	**8.796**	**5.961**	**0.005**	**6.159**	**3.148**	**0.002**
***FOXO1***	**10.010**	**28.012**	**0.033**	**3.333**	**13.095**	**0.012**	**6.311**	**11.572**	**0.015**

To determine whether the selected eight genes showing can be used as potential biomarkers to differentiate treatment and control group, PCA was performed on the qRT-PCR results for all the samples selected on the 7^th^, 14^th^, and 21^st^ dosing days and 0, 1^st^, 3^rd^, 7^th^, 14^th^, and 21^st^ withdrawal days. The results were shown in Fig 1, where PC1 and PC2 were the obtained two principal components (PCs). Solid points represent samples in the control group, whereas hollow points represent samples in the test group. PC1 ranged from -1.88 to 0.46 for the test samples, and ranged from -0.23 to 2.48 for the control samples, indicating that the genes selected by RNA-seq were able to differentiate samples in the two groups.

**Fig 1:**
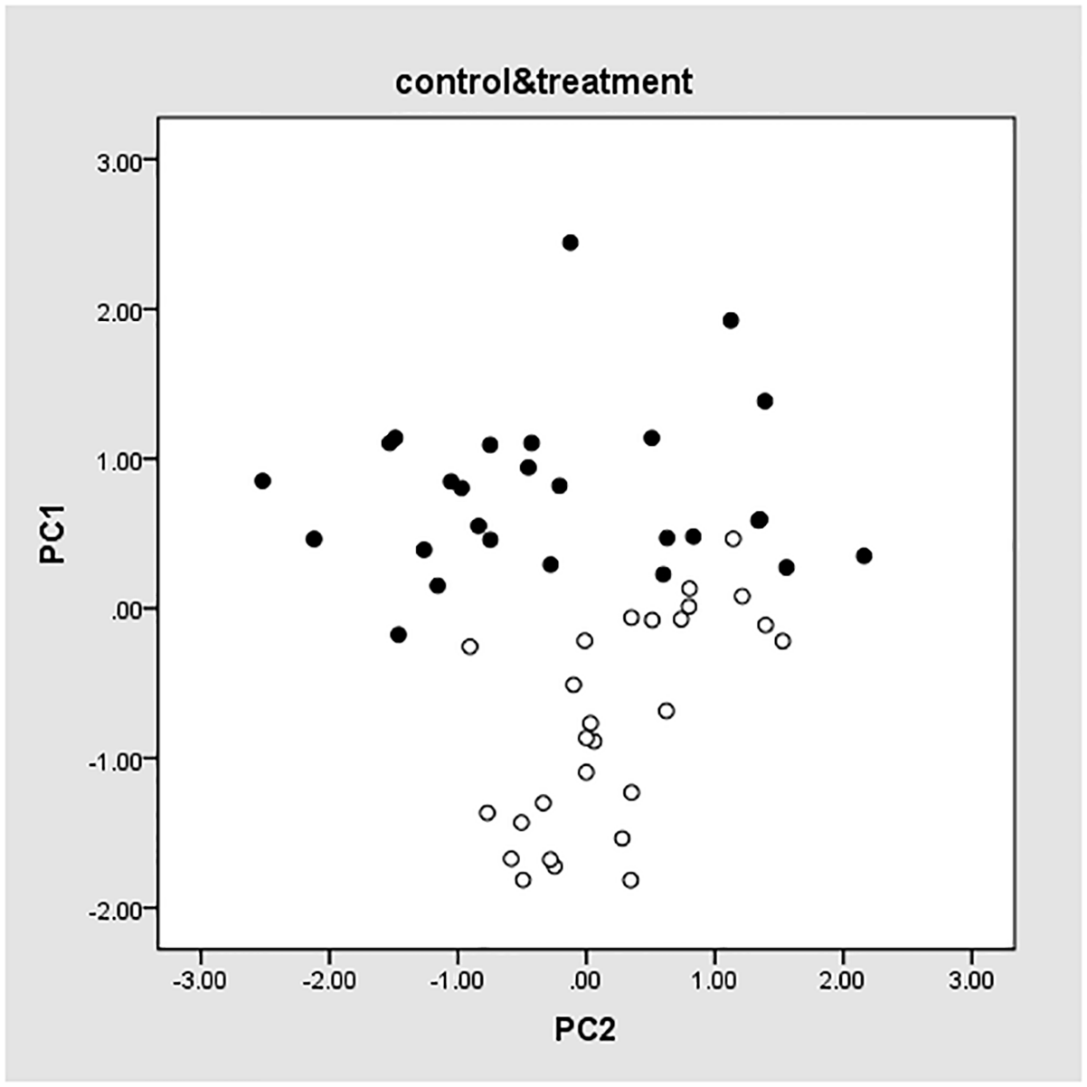
PCA values of eight genes.

To validate the PCA results, hierarchicalcluster analysis (HCA) was conducted for the same data. The results were shown in Fig 2, where "treatment" indicated test samples and "control" indicated control samples. All test samples were classified into a cluster and all control samples were classified into another, validating the PCA results.

**Fig 2:**
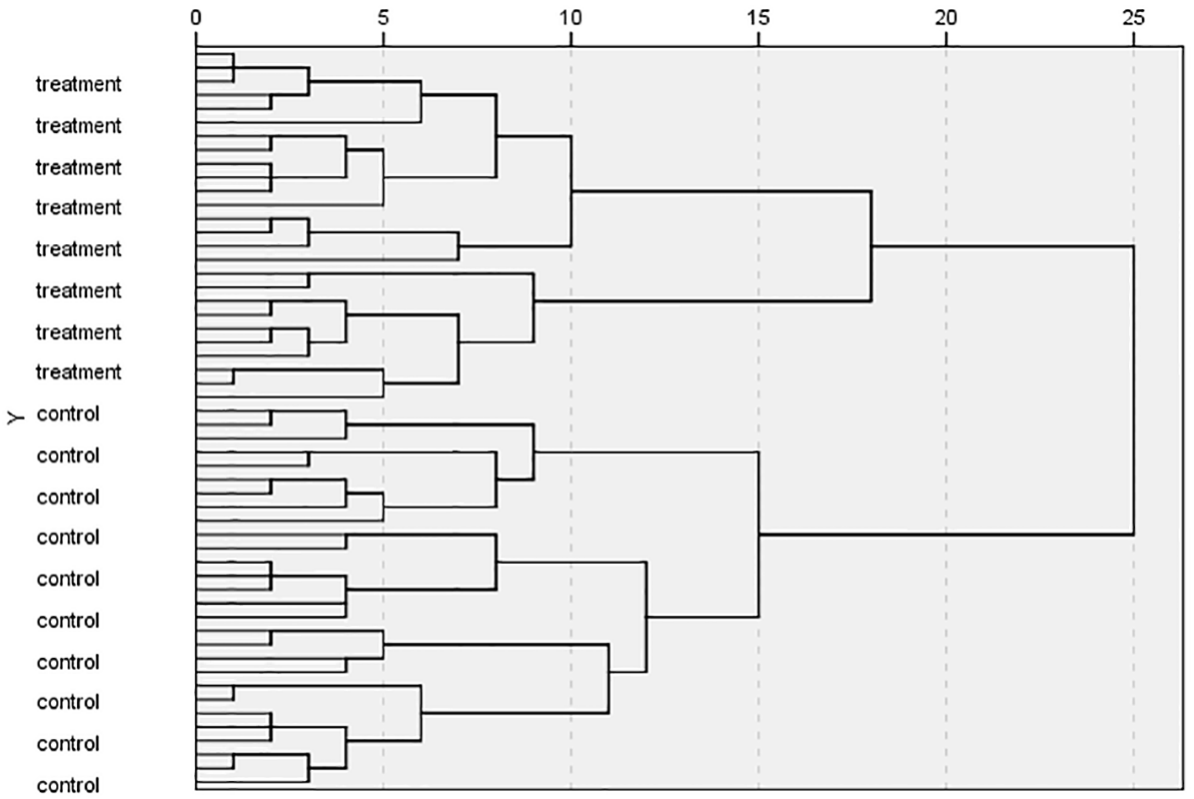
HCA results of eight genes.

The PCA and HCA results indicated that the group of genes selected by RNA-seq could be used to differentiate samples in the test and control groups and displayed an improvement on the results of nine genes selected by literatures. However, these genes in this study may not be used as potential biomarkers for monitoring drug treatment since genes are selected based on RNA-seq and biostatistical methods, further verification is required in other issues.

#### 3.1.4. qRT-PCR for the screened results by sequencing in combination with drug mechanisms

PCA was performed based on the eight genes selected by RNA-seq and nine genes selected from literatures. The results were shown in Fig 3, in which hollow points indicate experimental group samples, and solid points display control group samples. PC1 and PC2 are the obtained PCs. PC1 ranges from -0.51 to 2.68 for the control samples and -1.96 to 0.52 for the test samples. As shown in the figure, the two groups of samples are classified into separate clusters despite a few samples in the border areas. This demonstrated that the selected 17 genes could differentiate samples in the two groups, which slightly improved the test result using only nine genes selected from literatures.

**Fig 3:**
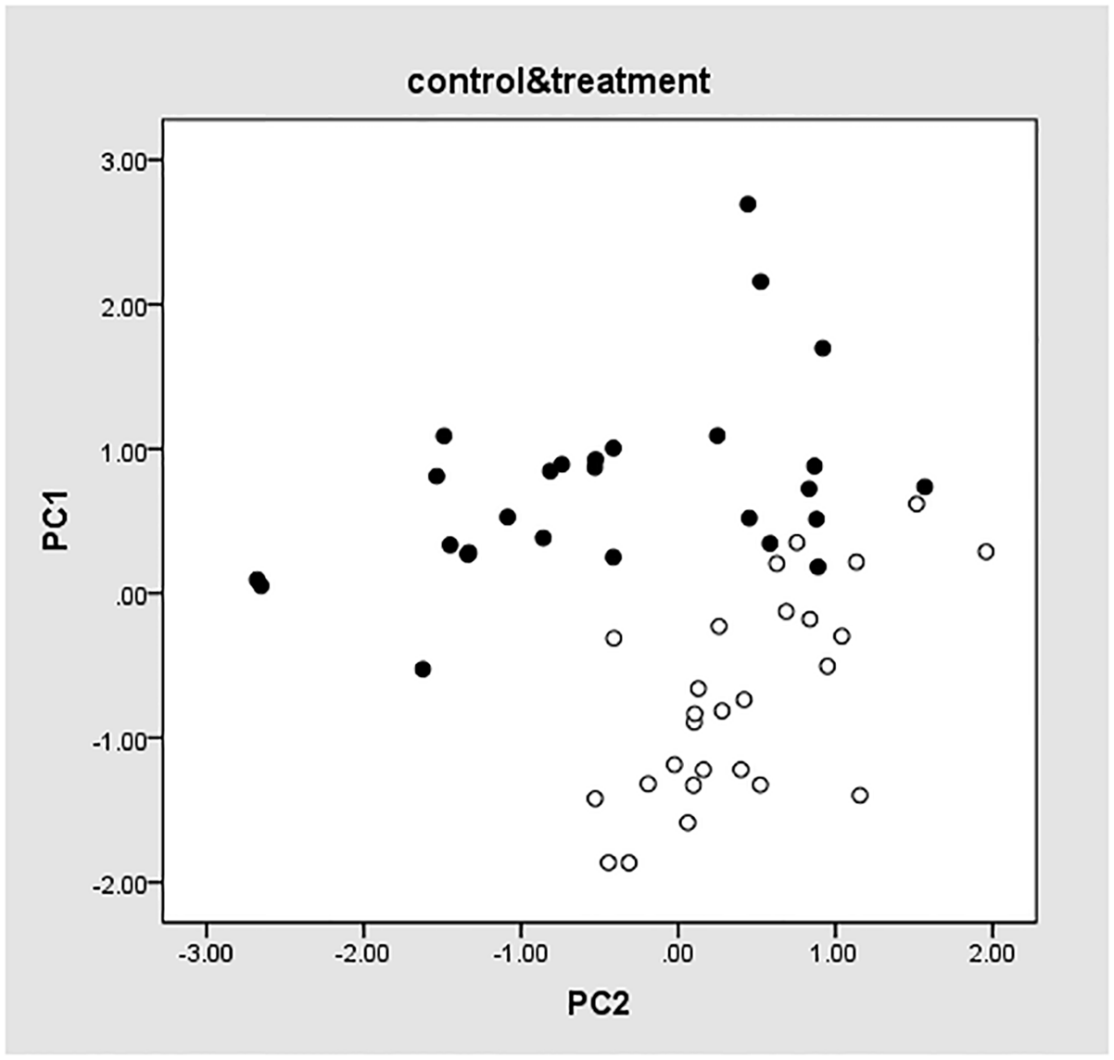
PCA values of 17 genes.

The HCA results were shown in Fig 4. As shown in Fig 4, all samples in the control group are in the first cluster; most samples in the treatment group are in the second cluster although a few ones are deviated from this cluster. Compared with the nine genes selected from literatures, the results using 17 genes witnessed an obvious improvement.

**Fig 4:**
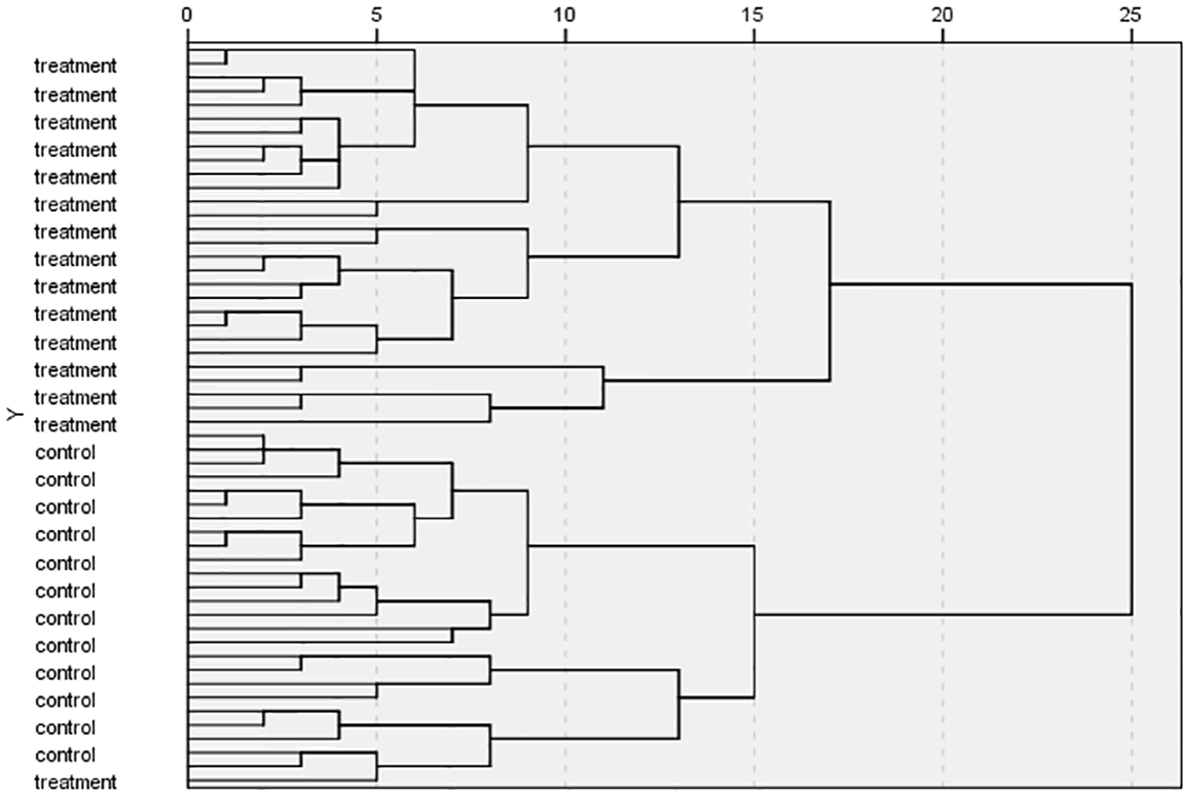
HCA results of 17 genes.

The DA results were shown in Table 3, in which 96.3% of the samples were correctly classified. The value was higher than nine genes, which had an accuracy of 96.3% and 92.6% for the initial classification procedure and subsequent cross-verification procedure, respectively.

**Table 3:** DA results of 17 genes.

Classification					
		Cluster	Prediction group member		Total
			Control	Test	
**Initial**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**
**Cross-verification**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**

In summary, the PCA results of 17 genes were slightly improved over those of 9 genes. Based on the same data, HCA and DA results using 17 genes indicated a significant improvement when compared with 9 genes. Therefore, the results of 17 genes selected by a combination of targeted and non-targeted methods as biomarkers to identify animals treated with ractopamine were more satisfactory. This study revealed that the method established in the earlier literature [20] could be inhanced by adding eight genes selected by RNA-seq, which has a high throughput potential.

### 3.2. Screening of more concise genes from 17 genes

Addition of eight genes selected by RNA-seq could optimize the earlier method, but more biomarkers mean heavier workload and consumption of more money and materials, which is a drawback to the application and implementation of this method. To further optimize the method and search for best-performance biomarkers, we used VIP to screen modulating genes that have critical influences on the model.

To screen key genes from the selected genes, SIMCA-P was used to conduct VIP. The VIP value greater than 1 is considered greatly influential on the model, and the impact of genes with VIP<1 on the model is negligible. As shown in Fig 5, six genes were selected, including FOX, FABP5, NEB, ATP2A3, PDE, and ADRB2, all of which have a VIP value of greater than 1.

**Fig 5:**
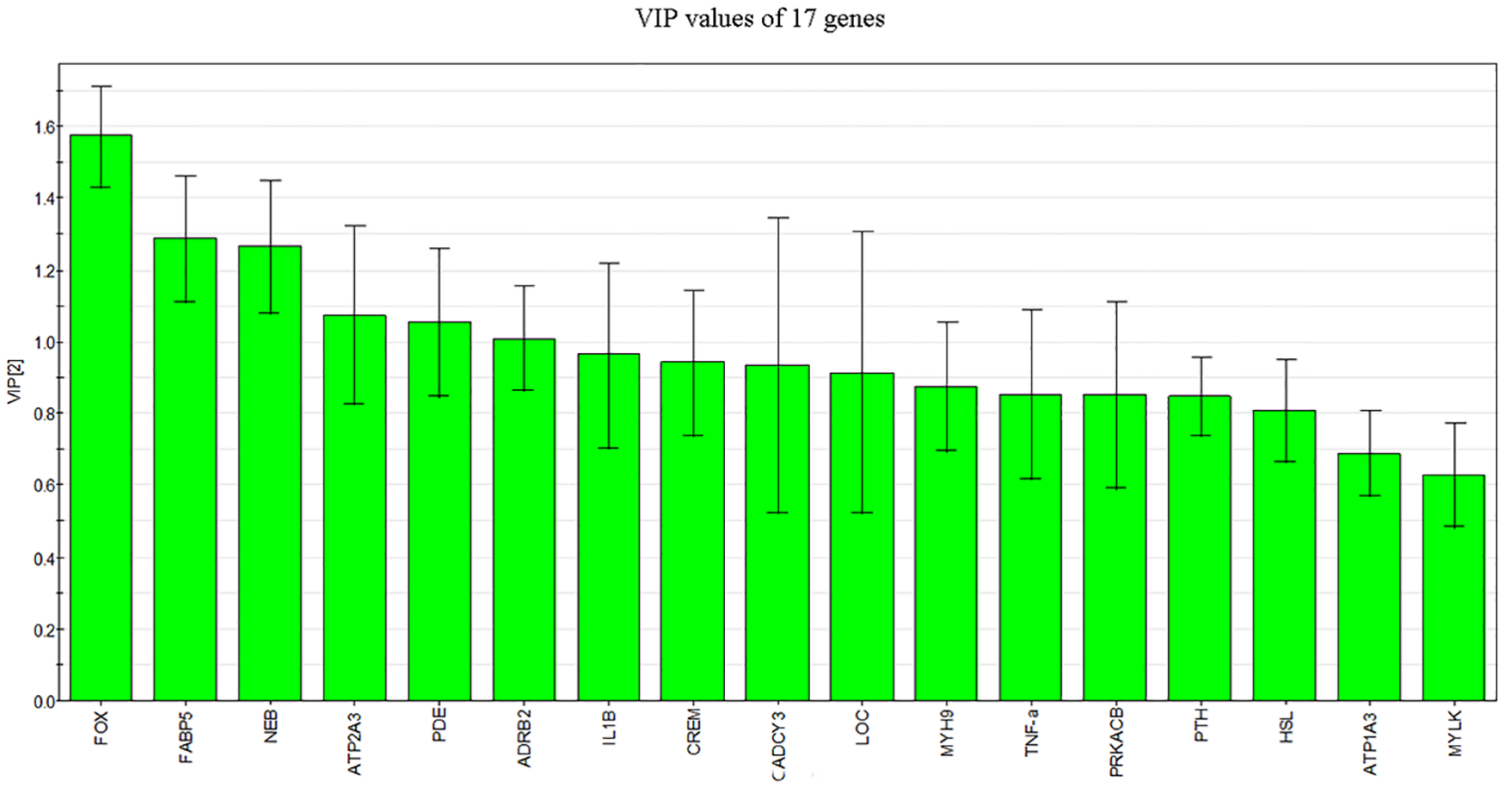
VIP illustration.

The PCA results for all the samples in the test and control groups using the preceding six genes were shown in Fig 6. PC1 and PC2 are the two PCs, and solid and hollow points represent the control and test group samples, respectively. As shown in the figure, PC1 ranged from -1.78 to 0.34 for the test group and -0.23 to 2.46 for the control group, which could be used to obviously differentiate the two groups, in concordant with the results in Fig 3. The PCA results indicated that the test results using the screened six genes were consistent with those based on the 17 genes, revealing that the six genes were the key factors and could be used to predict the model.

**Fig 6:**
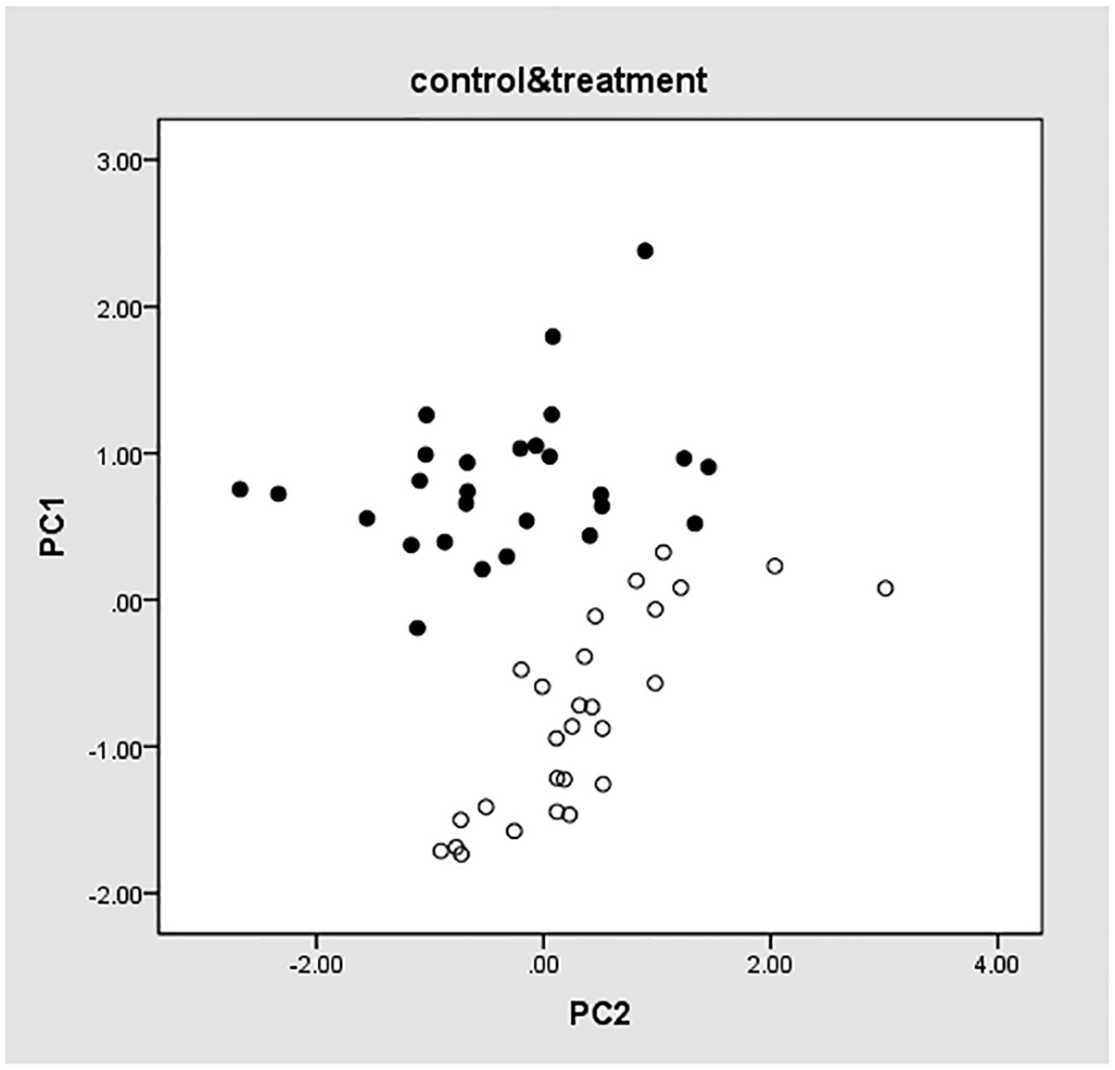
PCA values of six genes.

To validate the PCA results, HCA was carried out on the same data, and the results were shown in Fig 7. In this figure, "treatment" and "control" represent the samples in the test and control groups, respectively. According to the figure, control samples are classified into a cluster, and test group samples are classified into another cluster except one outlier included in the control cluster. This result was in agreement with that in Fig 4. This result also corresponded to the PCA results, displaying a great potential of the VIP method in screening key biomarkers.

**Fig 7:**
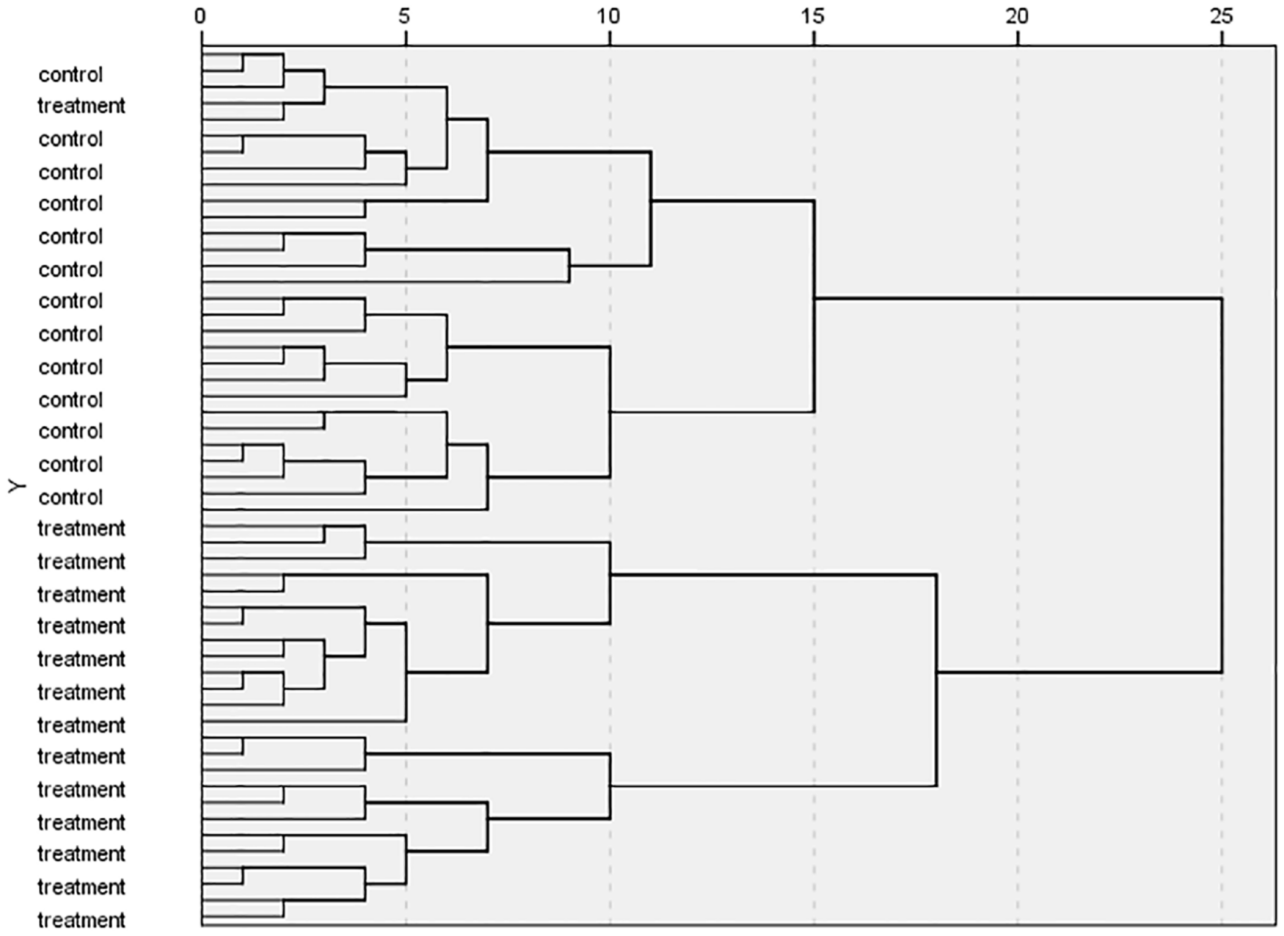
HCA results of six genes.

DA was further carried out on the same data, and the results were shown in Table 4. By using the screened six genes, 96.3% of the samples were correctly classified during the initial classification procedure as well as the subsequent cross-verification procedure. This result completely agreed with Table 3.

**Table 4:** DA results of 6 genes.

Classification					
		Cluster	Prediction group member		Total
			Control	Test	
**Initial**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**
**Cross-verification**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**

DA results were given as the same as the data obtained by using 17 genes, presenting the criticality of these six genes. It should be noted that 100% accuracy in discriminating the samples could not be realized even though both targeted and non-targeted methods were used. Therefore, this group of screened genes should be further optimized to find out reliable and sensitive biomarkers to solve the regulation problem in drug misuse.

### 3.3. Verification of the six key genes

#### 3.3.1. RNA integrity

Agilent 2100 Bioanalyzer (Agilent, CA, US) was used to determine RNA integrity, and the results showed that the RIN values were between 7.5 and 8.5, indicating satisfaction of qRT-PCR requirements with the RNA integrity.

#### 3.3.2. Prediction of unknown samples based on the six key genes

DA was conducted on 25 samples, and the results were presented in Table 5. According to this table, 22 samples were classified into the control group with the prediction of non-drug-treated, and three samples were classified into the experimental group with opposite prediction. These possibly drug-treated samples were respectively labeled b-18, b-20, and b-24.

**Table 5:** DA results of 25 samples.

Classification					
		Cluster	Prediction group member		Total
			Control	Test	
**Initial**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
		**Unclassified**	**22**	**3**	**25**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**
		**Unclassified**	**88.0**	**12.0**	**100.0**
**Cross-verification**	**Count**	**1**	**26**	**1**	**27**
		**2**	**1**	**26**	**27**
	**%**	**1**	**96.3**	**3.7**	**100.0**
		**2**	**3.7**	**96.3**	**100.0**

To verify the accuracy of DA results, PLS-DA was conducted as a supervised analysis method to predict the 25 samples. The results were shown in Fig 8, in which three colors indicate different groups: color 1 represents the control group; color 2 is the experimental group; color 3 demonstrate the group containing undetermined samples. As shown in Fig 8, control and test groups are clearly divided, validating the accuracy of PCA and HCA results; most of the undetermined samples aggregate in the control group or even overlap with the control samples, indicating they are non-drug-treated samples which possess same information as control samples; samples b-18, b-20, and b-24 aggregate in the experimental group, indicating that they are drug treated. PLS-DA and DA had concordant results, demonstrating that samples b-18, b-20 and b-24 were determined as drug-treated samples. However, the results required further verification.

**Fig 8:**
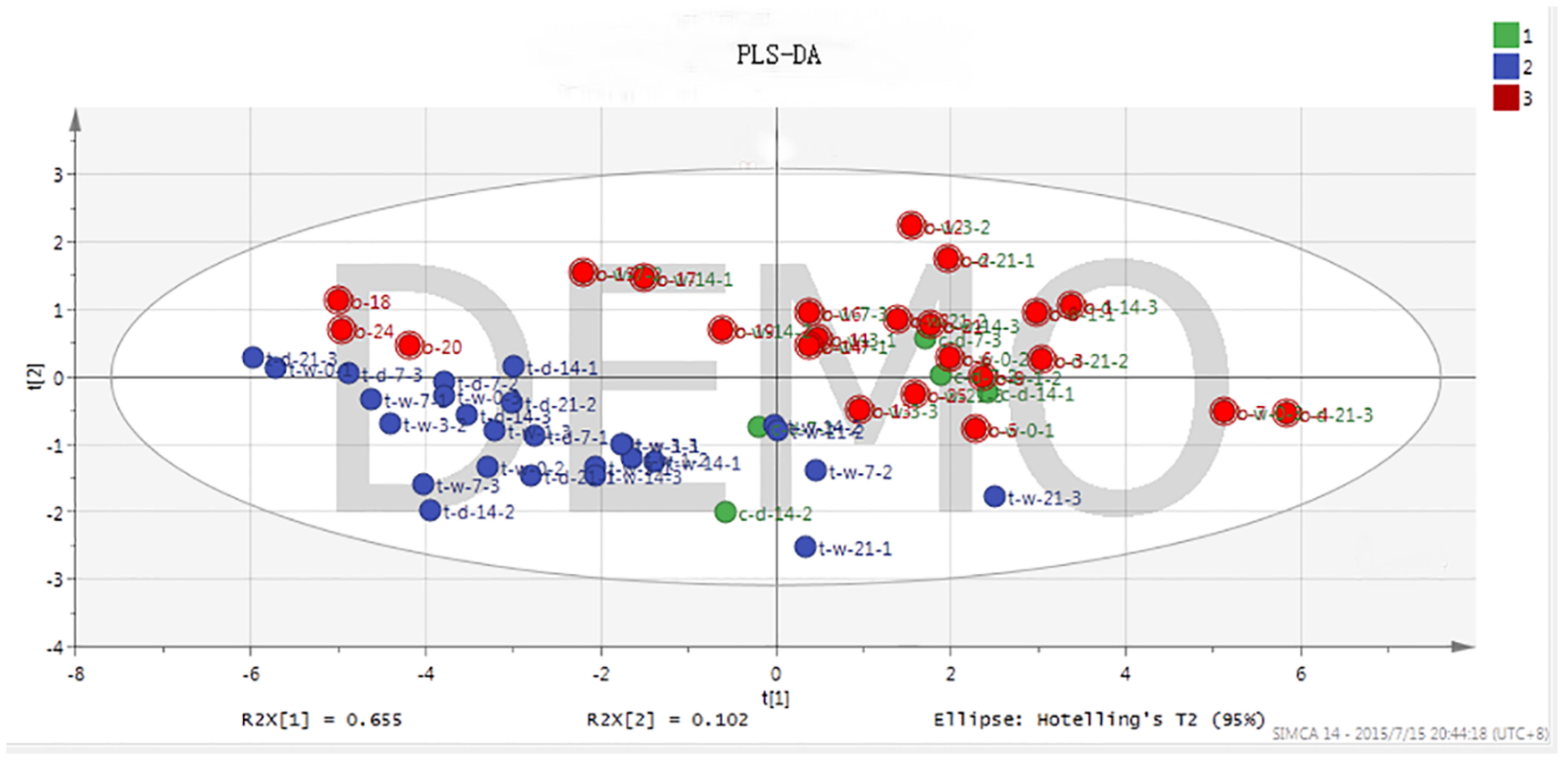
PLS-DA results of 25 samples.

#### 3.3.3. Instrument-assisted verification of the prediction results using the six key genes

To identify the use of β_2_-agonists with biomarker of the six genes, instruments were used to measure β_2_-agonist drug residues in the three suspected samples determined by DA and PLS-DA. For detailed operations, see [Detection of β-receptor agonist residues in animal-source food by LC-MS/MS (Notice #1025-18-2008, Ministry of Agriculture, China)]. With the addition concentration of 0.5 μg/kg to 2 μg/kg, the recovery rates were between 70% and 120%. Three positive samples were measured, and mapenterol, a type of β_2_-agonist, was found in the sample labeled b-24, with the concentration of 0.772 μg/kg (Y = 1309.9X + 480.18, R^2^ = 0.99868).

In this part, unsupervised method DA and supervised method PLS-DA were used to predict drug treatment of 25 undetermined samples. Both methods determined the same three positive samples, which were labeled b-18, b-20 and b-24. The β_2_-agonist residue of was detected only in the sample labeled b-24, which might be caused by instrument sensitivity deficiency. Maybe the drug was completely decomposed but it still had some effects. There is another assumption that b-18 and b-20 samples do not contain β_2_-agonists but contain drugs that have similar physiological effects, which could present false-positive results.

Mapenterol was detected from a suspected sample. β_2_-agonists are structurally divided into aniline and phenol types. In this study, ractopamine is a phenol type, while mapenterol is an aniline type, indicating that this group of genes can be used to monitor β_2_-agonist drugs.

The instrument-aided verification result indicated that prediction of unknown drug-treated samples using the six genes screened by literatures, RNA-seq, and VIP process was correct. This group of genes can be used as biomarkers to monitor the abuse of β_2_-agonists, which is practicable and effective. However, to determine more stable and sensitive biomarkers at the transcriptional level, this group of genes needs further optimization. For example, animal samples treated with a longer period of drug withdrawal are needed, and samples of different tissues, species, and genders are required for the study. These will facilitate monitoring of β_2_-agonists misuse in animal husbandry.

In this study, six key genes were selected to monitor β_2_-receptor agonist misuse in animal husbandry as biomarkers. PCA, HCA, and DA results indicated that eight genes selected by high-throughput RNA-seq technique plus nine genes selected in earlier literatures collaboratively achieved better performance, demonstrating the accuracy of the selected genes by RNA-seq. The results using six key genes selected from the 17 genes were consistent with the results of 17 genes, revealing that the six genes were the critical ones. The instrumental verification showed the correctness of the results predicted on the undetermined samples by the six genes, validating the precision and reliability of the six key genes. With both RNA-seq and earlier literatures, detection accuracy can be improved by finding key genes. Then effectiveness of the genes was verified, which imposed a great importance on effective monitoring of β_2_-agonist drugs abuse in animal husbandry.

## 4. Discussion

Transcriptomics is extensively studied for monitoring β_2_-agonists misuse in current animal husbandry, making it possible to determine the physiological functional impacts of the drugs at the molecular level [24]. Generally, gene expression quantity changes are measured by qRT-PCR, a highly sensitive method with a wide quantification range. Compared with chip techniques, this method is highly repetitive with a low cost, in addition to easy operations and analysis of multiple biological species of samples in one cycle. Therefore, qRT-PCR is widely used for the study of biomarkers in transcriptomics [25]. Compared with qRT-PCR, microarray technique allow analysis of a set of complete genes in an array [26,27]. However, the latest high-throughput RNA-seq method is more sensitive than the microarray approach, with a higher probability of finding more biomarkers.

In a previous research, a targeted -omics method, that is, screening according to the literatures, was used to screen target genes. After verification by qRT-PCR, statistical results showed that selected genes could be used as biomarkers to differentiate ractopamine-treated and untreated animals. To further optimize the method, this study used a non-targeted -omics technique, RNA-seq, to screen possible biomarkers in combination with earlier study by exploiting great potential of RNA-seq in searching for transcriptional biomarkers. This aim to find out optimal biomarkers and apply them in actual monitoring. As a result, the screened 17 genes brought in an improvement compared with previous nine genes, demonstrating the superiority of RNA-seq. The combination of targeted and non-targeted -omics techniques is a better method for searching for optimal biomarkers.

Biostatistical methods such as PCA, HCA and DA have a strong potential and are extremely important in screening potential biomarkers to differentiate experimental samples from control samples. Now, these methods have been widely used in screening biomarkers at various levels, and biomarkers selected based on VIP have also been extensively used in -omics studies [28–31].

Among the six genes, ATP2A3, PDE and ADRB2 are key factors for the β_2_-agonists signal pathway, and FOX, FABP5 and NEB are also associated with the physiological functions of β_2_-agonists, indicating that the changes in gene expression levels are specific to the treatment of β_2_-agonists. In the earlier research, candidate genes were selected based on the mechanisms of β_2_-agonists, but the animals in the test group were not treated with other β_2_-agonist drugs, and therefore the selected genes maynot be used as biomarkers to monitor β_2_-agonists except ractopamine. In this study, another type of β_2_-agonist mapenterol was detected in a potentially drug-treated sample after prediction of the six genes, demonstrating this group of genes could realize the monitoring of all β_2_-agonist drugs.

To determine more stable and sensitive biomarkers at the transcriptional level in the long run, this group of genes needs to be optimized. For example, animal samples treated with a longer period of drug withdrawal are needed, and samples of different tissues, species, and genders are needed. These will facilitate monitoring of β_2_-agonists misuse in animal husbandry.

## 5. Conclusion

In this study, RNA-seq was used as a non-targeted-omics technique to optimize the group of genes selected through a targeted -omics method. There were 17 genes with more information combining a targeted -omics method and a non-targeted -omics technique. PCA, HCA and DA results indicated that eight genes selected by high-throughput RNA-seq plus nine genes obtained from literatures collaboratively achieved better performance, demonstrating the accuracy of the RNA-seq-selected genes. Since 17 genes possessed better results than nine genes, more genes mean more work in actual monitoring. To further optimize the method, six genes carrying key information in the 17 genes with VIP>1 were extracted upon a certain algorithm (VIP value). The test results using the six key genes were consistent with the results of 17 genes, revealing that the six genes were the critical genes. The six key factors were then employed to predict whether drugs were used in 25 unknown samples through DA and PLS-DA. LC-MS/MS applied to verify the positive samples showed that the results predicted on the positive samples by the six genes were accurate and reliable. The selected six key genes possess equal accuracy and information with 17 genes mean less amount of operation in actual monitoring, imposing a great importance in effective and efficient monitoring of β_2_-agonist drugs abuse in animal husbandry.

## Supporting information

S1 Table β_2_-agonist drugs and their MS parameters. (DOC) Click here for additional data file.

# Supplementary material for: Identification of transcriptional biomarkers by RNA-sequencing for improved detection of β2-agonists abuse in goat skeletal muscle
**Source:** PLoS One. 2017 Jul 26;12(7):e0181695. doi: 10.1371/journal.pone.0181695
**Supplement:** S1 Table

**Table S1.**

| **Analyte** | **Parent ion**  **Q1 (m/z)** | **Child ion**  **Q3 (m/z)** | **DP/V** | **CE/V** | **Retention time (min)** |
| --- | --- | --- | --- | --- | --- |
| **terbutaline** | **226.15** | **151.74a;124.67** | **25** | **15;22** | **1.94** |
| **cimaterol** | **220.18** | **201.95a;129.77** | **20** | **10;16** | **1.98** |
| **salbutamol** | **247.17** | **147.70a;221.97** | **22** | **18;10** | **2.08** |
| **fenoterol** | **304.15** | **106.59a;134.61** | **35** | **18;30** | **3.83** |
| **clorprenaline** | **214.13** | **153.75a;195.97** | **25** | **18;12** | **4.81** |
| **ractopamine** | **302.33** | **163.87a;106.77** | **25** | **15;28** | **4.96** |
| **clenbuterol** | **277.11** | **202.78a;258.94** | **25** | **15;10** | **4.89** |
| **tulobuterol** | **228.22** | **153.90a;171.88** | **25** | **15;12** | **5.39** |
| **penbutolol** | **292.36** | **236.22a;201.00** | **30** | **15;20** | **8.76** |
| **cimbuterol** | **234.16** | **216.15a;160.08** | **23** | **17;15** | **3.63** |
| **zilpaterol** | **262.15** | **202.09a;185.07** | **25** | **25;20** | **6.73** |
| **clenproperol** | **263.07** | **203.01a;132.06** | **20** | **20;20** | **2.30** |
| **mabuterol** | **311.11** | **217.03a;237.03** | **20** | **10;20** | **2.92** |
| **labetalol** | **329.15** | **311.17a;162.05** | **20** | **20;35** | **5.38** |
| **bambuterol** | **368.22** | **312.15a;249.08** | **30** | **30;15** | **5.01** |
| **salmeterol** | **416.28** | **232.16a;248.16** | **20** | **15;25** | **5.45** |
| **mapenterol** | **325.12** | **217.03a;237.04** | **25** | **20;15** | **5.71** |
| **ritodrine** | **388.15** | **150.09a;121.06** | **25** | **18;20** | **3.92** |
| **formoterol** | **345.18** | **121.06a;149.09** | **25** | **20;25** | **4.84** |

**β2-agonist drugs and their MS parameters**

**a quantification ion**

How the deposited data were processed for this re-analysis (not part of the article)

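RNA-seq data of goat longissimus muscle were analysed for 4 libraries, of which 1 was a control library and 3 came from goats given ractopamine at 1 mg/kg, in a study with 28 days of dosing and 21 days of withdrawal in which samples were also taken during dosing. The paper sequenced 3 time points with corresponding controls, and the labels give no time point for a library, so each treated library was compared with the same control library under its number.

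The authors sequenced the libraries on an Illumina instrument and assembled the reads into 59774 unigenes with 66307 transcripts. The assembler, the counting tool and their versions are not named in the paper's text or in the labels. The authors deposited for every unigene and transcript the expected count, which is their estimate of the number of fragments, and all these values were whole numbers. They also deposited TPM, which sums to 1000000 in each library, and FPKM, which is the count per kilobase of effective length and per 1000000 fragments. A further table of the authors pairs 21220 unigenes with 11209 goat gene names and gives the percent identity of each protein match, from 30 to 100%. The annotation table, also deposited, gives the length, the sequence and the best database matches of each unigene. Of the goat gene names, 10197 were found among the gene symbols of the goat assembly ARS1.2. As the goat annotation behind the authors' table is not named, no chromosome positions were taken from that assembly.

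From these values, the x-fold of a unigene was calculated with a pseudocount of 0.1 FPKM for unigenes with a mean FPKM of at least 1 over the 4 libraries, and the limits 3 and 0.6 were those of the paper. Gene levels were the sum over unigenes of FPKM times length in kb, with a pseudocount of 0.1. Unigenes were classed as mitochondrial (35), ribosomal (39) or bacterial (174) by the description of their best nucleotide match. The wording that defines these classes was set after the annotation and the matches had been seen, and a first, looser wording was narrowed. The length of each unigene in the sums for genes was that given for the library concerned, and the mean length over the libraries was added as an alternative after both versions had been seen. Under the classes, some ribosomal sequence without such a description stays among the others. Intervals are 95% Wilson intervals for shares and exact Clopper-Pearson intervals for ratios of counts, and folds given as at least a value were calculated against 3 counts where a treated library had 3 counts or fewer, while x-folds, their medians and plotted points keep the pseudocount. Expected counts of each treated library and the control library were compared by an exact binomial test given the library totals, 2-sided, with Benjamini-Hochberg adjustment over the unigenes tested. On simulated counts for 51467 unigenes, with 200 changed, this test with the x-fold limits recovered 180 and made 0 false calls. The simulated counts held counting error only, without spread between animals or a difference in mitochondrial share. The rate of false calls in the deposited libraries is therefore unknown. No test between conditions was made, because there is 1 control library.

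Gene lists were compared with 10000 random lists of the same size, matched on deciles of mean level, and the percentile of the list's median log2 x-fold was taken. On simulated data of 8718 goat genes, 20 of 20 lists with a planted change rose above the central 95% of random lists, and 1 of 20 unchanged lists fell outside the central 95%. The lists were cAMP-responsive, slow fibre, fast fibre, adipocyte, B and plasma cell, red blood cell, fibroblast, endothelial and smooth muscle, and myeloid cell genes, written before the data were examined. The lists of nuclear respiratory chain genes and of heat shock and injury genes were written after the shares of counts had been seen, and the second after XIRP1, FLNC, HSPB1 and CRYAB had been seen high in treated library 1.

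The genes named in the text are the 8 genes selected by RNA-seq, the genes from the earlier study, for which some results and their list are not reported here, GAPDH, and the 5 highest and 5 lowest goat genes (no gene qualified as highest), ranked by the treated library closest to no change, among genes outside the limits the same way in all 3 treated libraries with a mean of at least 5 fragments per 1000000. Alternatives were other minimum FPKM values, pseudocounts, scalings, limits, the transcript table, goat genes in place of unigenes, single unigenes per gene, GAPDH as reference, and leaving out each treated library. The authors' tables of unigenes per FPKM class repeat the FPKM values and were not used, and the qRT-PCR and LC-MS/MS measurements were not analysed here. The calculations used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.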

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

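The test of the ribosomal and bacterial counts was chosen after the shares had been seen, as were the definitions of these classes of unigenes, and the test of the respiratory chain genes before its result was seen.

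Mitochondrial unigenes, which the paper does not discuss, took a larger share of the counts in every treated library than the 23.3% of the control library. The share was 41.1% in treated library 1, 89.4% in treated library 2 and 54.4% in treated library 3. Unigenes whose best match was a bacterial genome (Escherichia coli or Shigella) rose as well, from 1.27% of the counts in the control library to 3.72%, 7.50% and 2.50% in treated libraries 1, 2 and 3. These shares are single values per library with no replicate of the control.

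A candidate explanation is that less nuclear messenger RNA reached the treated libraries, so that every other kind of RNA took more of the counts. This requires ribosomal and bacterial counts to rise against the remaining counts along with the mitochondrial ones. Relative to the remaining counts, ribosomal counts were 3.63, 98.6 and 3.09 times and bacterial counts 4.02, 185 and 3.46 times the control level in treated libraries 1, 2 and 3, and mitochondrial counts 2.42, 120 and 4.10 times. The smallest of the ribosomal and bacterial rises was thus 3.09. All of these rose in every treated library, but not in step, since from treated library 1 to treated library 3 the mitochondrial rise was larger and the ribosomal and bacterial rises were smaller. The share of the remaining counts fell from 75.2% in the control library to 54.6%, 2.40% and 42.7% in treated libraries 1, 2 and 3. Rises against the remaining counts were therefore fixed by shares seen before the test was chosen, and passing it adds no support to this explanation. Whether the amount of RNA, the selection of messenger RNA or reagents differed between the libraries is not stated. Contamination of the tissue itself was not tested.

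A biological alternative is a larger mitochondrial content of the muscle after ractopamine. It would raise the nuclear genes of the respiratory chain too. Of 52 such genes, 33 could be tested, and after mitochondrial, ribosomal and bacterial unigenes were set aside and the rest rescaled, their median log2 x-fold was at percentile 54.6 of matched random lists in treated library 1, 77.9 in treated library 2 and 99.7 in treated library 3. The median log2 x-folds themselves were -0.186, -0.550 and 0.421 in treated libraries 1, 2 and 3. The respiratory chain genes were thus not higher than in the control library in treated libraries 1 and 2, although the mitochondrial share rose there. Only treated library 3 lies above the central 95% of random lists, so the tests leave this explanation open. Treatment, time point and library preparation cannot be told apart here, because each treated library is a single sample and the control is 1 library.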

How the results depend on the processing

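The filter, the scaling and the way unigenes were joined to genes were varied by choices made before the data were examined. Alternatives marked below as added were chosen after seeing the data.

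The number of unigenes outside the x-fold limits followed the filter. With a minimum mean FPKM of 0.1, and equally with no filter, it was 40198, 49126 and 40320 in treated libraries 1, 2 and 3, 25359 the same way in all 3, and 30482.5 as the median over pairs of treated libraries. With a minimum of 5, these numbers were 2356, 4588, 2873, 1770 and 4533.5, and with goat genes in place of unigenes 5289, 8642, 6454, 4566 and 8370. Fewer or more unigenes entered under these settings by construction. Leaving out 1 treated library gave 11571 to 15828 unigenes shared by the other 2, with the highest value without treated library 1. Lower values outnumbered higher ones in every treated library under the scalings tried, but the limits 3 and 0.6 lie unequally far from 1 on a log scale, and part of this is built in, since simulated unchanged libraries gave 2169 lower and 1136 higher unigenes shared by all 3. With symmetric limits of 2 and 0.5, the higher and lower unigenes were 5497 and 10860 in treated library 1, 619 and 23302 in treated library 2, and 2815 and 14477 in treated library 3. With the median scaling, treated library 1 had 6969 higher and 13208 lower unigenes. The same scaling gave a split of higher and lower unigenes of 4277 and 21937 in treated library 2 (577 and 23375 with FPKM as deposited) and 4971 and 13350 in treated library 3 (2134 and 15868). This scaling corrected median FPKM ratios to the control of 0.820, 0.0342 and 0.558, taken over unigenes detected in both libraries. Unigenes not detected in a treated library stay low under it.

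The added alternatives also moved the numbers, but not beyond the range given by minimum FPKM values of 0.1 and 5. Rescaling without mitochondrial, ribosomal and bacterial unigenes gave 27394 unigenes in treated library 1, counting unigenes with an expected count above 0 in place of the limits gave 39256, 11275 and 30808, and requiring an adjusted p below 0.01 from the binomial test gave 6121, 12872 and 6515, and 4282 the same way in all 3. The cause of the differences between these settings was not tested further.

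Setting each library apart from the other 3 in turn, 2 of the 4 libraries gave at least as many unigenes as the control (the control included), and 1 did with a minimum of 0.1, with no filter and with pseudocount 1. With a minimum level of 5 fragments per 1000000, 3 gene lists lay outside the central 95% of random lists, which were the cAMP-responsive, slow fibre and fibroblast genes, while the adipocyte genes moved inside (percentile 86.9) and the myeloid cell genes were too few to test. The lists of B and plasma cell and of red blood cell genes gave no value, because 1 gene of each could be tested.

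For the genes selected by RNA-seq, 120 median x-folds were recalculated, of which 103 moved by less than the spread between the treated libraries, 8 moved further in the same direction or towards 1, and 9 crossed 1. CREM was 0.644 with FPKM as deposited, 1.59 with the median scaling, 1.29 relative to GAPDH and 1.70 with the added rescaling. PDE4C was 0.602, and 1.08 and 1.06 with the median scaling and the added rescaling. LOC102185492 was 2.93, and 0.961 with its longest unigene alone, but 25.9 with the unigene of highest mean FPKM alone, 26.9 with the median scaling, 34.6 relative to GAPDH and 30.8 with the added rescaling, and 2.42 to 12.5 with 1 treated library left out, the lowest value without treated library 1 and the highest without treated library 2. Leaving out 1 treated library gave 0.837 to 2.42 for FABP5, the lowest value without treated library 1, and 0.351 to 4.48 for CREM, the highest without treated library 2. The medians of HSL, MYH9, NEB and FOXO1 stayed below 1 under all these alternatives, although HSL in treated library 2 was above 1 with the median scaling (1.06), relative to GAPDH (1.04) and with the added rescaling (1.13). The added mean length of each unigene over the libraries moved no median of these genes by more than the spread between the treated libraries. Among the percentiles of the lists, 54 were recalculated, of which 12 moved outside the central 95% and 4 moved inside.

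Depth limits treated library 2 most. Its 175808 counts outside mitochondrial, ribosomal and bacterial unigenes leave a gene at fewer than 17.1 counts per 1000000 remaining counts at or under the floor of 3 counts. No paired analysis was possible because the control and treated groups share only replicate number 1 and no test between conditions was made.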

Differences from the paper's values

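The paper gives 39256 genes with significant differences from control for the group with the most, 30808 for the middle group and 11275 for the group with the fewest. The numbers of unigenes outside the x-fold limits were 23952 in treated library 2, 18002 in treated library 3 and 16889 in treated library 1. As the libraries are not assigned to groups, the numbers were set beside the paper's by rank, so closeness by rank does not compare known samples. A minimum FPKM of 0.1 or no filter (49126 and 40320) and TPM (30128 and 23050) came within 1.5 times of the paper's 39256 and 30808, as did, for the first only, the median scaling (26214) and the transcript table (27207). For these groups the other alternatives set before the data were examined did not. For the 11275 of the group with the fewest, the 16889 here, pseudocount 1 (14775) and symmetric limits (16357) came within 1.5 times. The settings named above did not, at 40198 (minimum of 0.1 or no filter), 22541 (TPM), 18321 (median scaling) and 18679 (transcript table). The rescaling without mitochondrial, ribosomal and bacterial unigenes, chosen after seeing the values, gave 34764 and 27394, and 25675 for the group with the fewest. The paper's 3 numbers for dosing day 21, withdrawal day 3 and withdrawal day 21 are exactly the numbers of unigenes with an expected count above 0 in treated libraries 1, 2 and 3, which are 39256, 11275 and 30808. This setting was also chosen after seeing the values. It was not used to assign the libraries to days. If the paper's 3 numbers count detected unigenes, closeness by rank of the numbers outside the x-fold limits carries no weight.

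For the pair of groups sharing the most genes, the paper gives 30794, and 15828 unigenes were outside the limits the same way in treated libraries 2 and 3. With a minimum FPKM of 0.1 or no filter the number was 35702, and the other alternatives set before the data were examined stayed more than 1.5 times away. Unigenes with an expected count above 0 in both libraries, chosen after seeing the values, numbered 24092 for treated libraries 1 and 3. For the other pairs the paper gives 11269 and 11181, and 12825 and 11571 unigenes were outside the limits the same way here. A minimum FPKM of 0.1 or no filter gave 30828 and 28073 for these pairs, more than 1.5 times away. For all 3 groups, the paper gives 3808 shared genes, and 10182 unigenes were outside the limits the same way. With goat genes in place of unigenes the number was 4566, and with an adjusted p below 0.01 added, a setting chosen after seeing the values, it was 4282. No other setting came within 1.5 times of 3808. The paper's numbers for the pairs that include its smallest group (11269 and 11181), with 11275 genes in that group, leave at least 11175 genes shared by all 3, so the paper's 3808 cannot be a count of the same kind, and closeness to it carries no weight.

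The paper gives 686092, 632279 and 582047 genes measured in the 3 groups. The tables hold 59774 unigenes for each library, and neither the 66307 transcripts nor the 11209 goat gene names closed the gap.

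For the genes in Table 2, the median of the paper's 3 RNA-seq x-folds was compared with the median over treated libraries 1, 2 and 3. The paper's median was 6.158 for PDE4C, 21.688 for FABP5, 4.968 for NEB and 6.311 for FOXO1, and the medians here were 0.602, 1.47, 0.170 and 0.00798, the last set largely by the pseudocount in a library with 1 count. None of the alternatives closed these gaps. Leaving out 1 treated library gave 0.309 to 0.818 for PDE4C, 0.0860 to 0.201 for NEB and 0.00550 to 0.0372 for FOXO1. For CREM the paper's median was 8.439 and the median here 0.644. Without treated library 2 or treated library 3 the median of the other 2 was 4.48 or 4.18, which differed from the paper's by less than the SD of those libraries but by more than 1.5 times, and the other alternatives differed by more than both. For MYH9 the paper's median was 0.052 and the median here 0.304. Without treated library 1 or treated library 3 the median was 0.167 or 0.205, which differed from the paper's by less than the SD of the other libraries but by more than 1.5 times. The other alternatives set before the data were examined differed by more than both, and the unigene that holds the primers alone, chosen after seeing the values, gave 0.0377. For HSL the paper's median was 0.306 and the median here 0.191. The sum of FPKM over unigenes (0.300), the unigene with the highest mean FPKM (0.397), pseudocount 1 (0.259), the median scaling (0.430), GAPDH as reference (0.300) and leaving out treated library 2 (0.218) came within 1.5 times, as did the rescaling (0.421) and the mean length of each unigene (0.210), both chosen after seeing the values. The other alternatives did not.

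The paper states that NEB and FOXO1 were up-regulated in RNA-seq at all 3 time points. Both were lower than in the control library in all 3 treated libraries. The paper's Table 2 also has PDE4C, FABP5 and CREM above the limit of 3 in all 3 groups. With FPKM as deposited, FABP5 and CREM were above it here in treated library 1 only, with x-folds of 3.37 and 8.31, and PDE4C in none. With the median scaling, FABP5 was above it in treated libraries 1 and 2, at 4.11 and 5.81. Table 2 has LOC102185492 above it in all 3 groups as well. Summed over its unigenes, it was above the limit here in treated library 1 only with FPKM as deposited. It was above the limit in all 3 treated libraries with the median scaling and relative to GAPDH (34.6, 43.1 and 3.02).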

Other observations

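Among the tests under this heading, those of the pieces of NEB, of the other cAMP-responsive genes and of the B and plasma cell genes were written before their results were seen. The others under this heading were chosen after parts of the results had been seen. A second version of the length test and the list of heat shock and injury genes were chosen after results bearing on them.

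Most unigenes outside the x-fold limits were lower in the treated libraries. The depth of treated library 2 alone does not account for this, since treated library 3 on its own had 15868 unigenes below 0.6 and 2134 above 3. Nor do the larger mitochondrial, ribosomal and bacterial shares account for all of it. After these unigenes were set aside and the rest rescaled, 11046 unigenes were below 0.6 in all 3 treated libraries and 499 were above 3. Among the 4990 unigenes with a mean of at least 50 counts, a minimum chosen later, 922 were below and 40 above in all 3, and 1042 below and 64 above in treated libraries 1 and 3. The limits favour lower values even without a change. In all 3 simulated unchanged libraries, 2169 were below and 1136 above, against 10049 and 133 with FPKM as deposited. The simulation used the spread between treated libraries 1 and 3, taken from unigenes with a mean of at least 50 counts. Its libraries shared 1 mean profile without a difference in mitochondrial share, so it is no baseline for FPKM as deposited. It was not made for the rescaled unigenes or for those with at least 50 counts, so it is no baseline for these either. Set apart from the other 3, treated library 2 differed the same way in 13778 unigenes, the control in 10182, treated library 1 in 4695 and treated library 3 in 1315. With a minimum FPKM of 0.1, with no filter and with pseudocount 1 the control gave the most. With FPKM as deposited and a minimum of 1, 2 of the 4 ways to set a library apart gave at least as many unigenes as the control, the control included, and 4 ways can never give a share low enough to exclude chance.

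A candidate explanation is a loss of long RNA in the treated libraries, and its test came out in opposite ways in 2 versions. The first took all rescaled unigenes with a mean of at least 1. The shortest 25% (201 to 251 bases) had median x-folds of 1, 0.0265 and 0.0366 in treated libraries 1, 2 and 3, with a median of 0.0366, and the longest 25% had 0.818, 0.376 and 0.750, which is against a loss of long RNA. These shortest unigenes have a median of 0.5 counts per library, so that most are near or under the floor of 3 counts and the pseudocount sets their x-fold. A minimum mean of 50 counts was then chosen, after this result had been seen. With it, the shortest 25% (212 to 1448 bases) had 1.25, 0.878 and 1.24, and the median of the library medians fell with length from 1.24 to 0.831, 0.683 and 0.568. Because the versions differ and the second was chosen after the first, length bias is left open as an explanation of the whole pattern. The paper reports intact RNA.

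NEB and FOXO1, which were lower in all 3 treated libraries, stayed low after the rescaling, where their highest x-fold was 0.320. All 6 unigenes of NEB with at least 20 control counts were below 1 after rescaling in every treated library, so reads moving between unigenes of the same gene do not account for NEB. For FOXO1 this is left open, because it has 1 unigene. Length may account for the main unigene of NEB. In the first version it lies at percentile 17.8, 30.4 and 15.1 of the longest 25% of unigenes in treated libraries 1, 2 and 3. In the second it lies at 18.3, 9.22 and 13.8. The shorter NEB unigenes were all lower than the main one (0.350 and 0.328) in treated libraries 1 and 3 after rescaling. The 685-base c13512_g2, with 1814 control counts, was at 0.0257 and 0.0366, against medians of 1.25 and 1.24 for its length class in the second version. Unigene length thus does not account for the shorter unigenes, and the length of the whole RNA was not tested. Length does not account for FOXO1 either. In the first version FOXO1 lies at percentile 3.16 or lower among the longest 25% of unigenes (896 to 20348 bases). In the second it lies at 1.92 or lower among unigenes of 1449 to 2285 bases. In treated libraries 2 and 3 FOXO1 has 0 and 1 counts, so this rests mainly on treated library 1 with 15. An effect of ractopamine on FOXO1 stays open and was not tested, and the labels give no time points.

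Among gene lists written before the data were examined, the cAMP-responsive genes had a median log2 x-fold at percentile 99.6 of matched random lists over the 3 treated libraries with FPKM as deposited, the highest of these lists. With the median scaling the adipocyte and myeloid cell genes stood higher, and without treated library 1 the cAMP-responsive genes were at 97.2, inside the central 95% of random lists. For CREM, which rose in treated library 1, a candidate explanation is a wider cAMP response. Without CREM, the 1 gene of this list that the study picked from these libraries, and after rescaling, 12 genes had a median log2 x-fold of 2.14 in treated library 1, at percentile 100, with -1.70 and percentile 9.29 in treated library 2 and 0.30 and percentile 98.0 in treated library 3. NR4A1 rose from 284 expected counts in the control library to 674 in treated library 1, NR4A3 from 1 to 36, PDE4D from 633 to 1816 and SIK1 from 154 to 516, while PDE4B fell from 990 to 120. These 5 genes were chosen after their values were seen. Many cAMP-responsive genes also respond to stress. The list of heat shock and injury genes was written after XIRP1, FLNC, HSPB1 and CRYAB had been seen high in treated library 1. Without these genes it was at percentile 99.96 in that library, with 15.9 and 0.06 in treated libraries 2 and 3, and with them at 99.985, 2.20 and 0. Handling or injury of the muscle may therefore explain the rise as well as the drug, and 1 library cannot separate them.

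Of the other lists, slow fibre genes stood at percentile 1.94, fast fibre genes at 93.1, adipocyte genes at 98.4, fibroblast genes at 96.5, endothelial and smooth muscle genes at 97.3 and myeloid cell genes at 98.3 (3 genes). Without treated library 2 the slow fibre genes moved to 6.12, and the fibroblast and the endothelial and smooth muscle genes rose above 97.3 with each treated library left out in turn. These percentiles pool the treated libraries, which differed. After rescaling, adipocyte genes were at 99.9, 100 and 98.0 in treated libraries 1, 2 and 3, and fibroblast genes at 72.1, 100 and 77.5. Slow fibre genes were at 15.9, 0.350 and 0.405, and fast fibre genes at 59.9, 12.2 and 93.6. Myeloid cell genes were at 99.9, 85.4 and 97.4, and endothelial and smooth muscle genes at 55.3, 99.9 and 99.7. ACTA2, in the last list, had 238187 counts in the control library, and it could share reads with the near-identical actin of muscle fibres. Among genes the paper took from an earlier study, PTH, TNF and IL1B are not listed in the authors' goat table. PRKACB had 18, 1, 0 and 6 counts in the control library and treated libraries 1, 2 and 3, and MYLK had 43, 1, 0 and 5. ADCY3 was listed at 0 in all 4 libraries and ATP2A3 had 3 counts or fewer in each.

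LOC102185492 rose from 7 counts in the control library to 193 in treated library 1, its largest x-fold with FPKM as deposited, whereas with the median scaling treated library 2, with 15 counts, had the largest. More B and plasma cells in the tissue could give this, but 1 gene of that list, IGJ, could be tested, with 19 counts in the control library and 31 in treated library 1, so it is left open. The list of red blood cell genes also had 1 gene that could be tested. With FPKM as deposited, no goat gene with a mean of at least 5 fragments per 1000000 was above 3 in all 3 treated libraries, and 2681 of 5277 were below 0.6. The lowest were USP13 (1104 counts in the control library and 11, 3 and 17 in the treated libraries), PM20D2, MYL3, MYH14 and ACTA1. The ACTA1 unigene is 433 bases long and could share reads with other actins, so its counts are uncertain.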
